# *Drosophila* Microbiota Modulates Host Metabolic Gene Expression via IMD/NF-κB Signaling

**DOI:** 10.1371/journal.pone.0094729

**Published:** 2014-04-14

**Authors:** Berra Erkosar Combe, Arnaud Defaye, Noémie Bozonnet, Denis Puthier, Julien Royet, François Leulier

## Abstract

Most metazoans engage in mutualistic interactions with their intestinal microbiota. Despite recent progress the molecular mechanisms through which microbiota exerts its beneficial influences on host physiology are still largely uncharacterized. Here we use axenic *Drosophila melanogaster* adults associated with a standardized microbiota composed of a defined set of commensal bacterial strains to study the impact of microbiota association on its host transcriptome. Our results demonstrate that *Drosophila* microbiota has a marked impact on the midgut transcriptome and promotes the expression of genes involved in host digestive functions and primary metabolism. We identify the IMD/Relish signaling pathway as a central regulator of this microbiota-mediated transcriptional response and we reveal a marked transcriptional trade-off between the midgut response to its beneficial microbiota and to bacterial pathogens. Taken together our results indicate that microbiota association potentiates host nutrition and host metabolic state, two key physiological parameters influencing host fitness. Our work paves the way to subsequent mechanistic studies to reveal how these microbiota-dependent transcriptional signatures translate into host physiological benefits.

## Introduction

Metazoans establish functional interactions with their microbiota, the dynamic microbial communities that colonize their mucosal surfaces. These interactions contribute to many aspects of host physiology, notably metabolism and immunity [1]. Despite recent progress, the molecular mechanisms through which the microbiota exerts its beneficial influences on host physiology are still largely undefined.

Recently, *Drosophila melanogaster* has emerged as a powerful model to study host-microbiota interactions [2], [3]. Compared to mammalian species, *Drosophila* carry microbial communities of low complexity, composed of only few dominant bacterial species (mostly of the *Acetobacteraceae* and *Lactobacillaceae* families). The ease to manipulate *Drosophila* commensal bacterial species and to cultivate Germ-Free (GF) animals, coupled to its powerful genetic tools makes *Drosophila* an ideal host model to study molecular mechanisms underlying microbiota-mediated physiological benefits.

*Drosophila* microbiota affects host biology throughout its life cycle [2]–[4]. In adults, *Drosophila* microbiota influences lifespan [5]–[7], shapes mating preference [8], increases host resistance to several intestinal pathogens [9], modulates intestinal immune homeostasis [10]–[12] and promotes intestinal epithelium renewal [13], [14]. During the juvenile (larval) phase the microbiota accelerates animal growth and maturation rate [14]–[16] when the host is under nutritional challenge. These observations point to an important role of *Drosophila* microbiota in shaping the biology of its host. However the molecular dialogue underlying these functional benefits remains elusive.

In this study, we used gnotobiotic *Drosophila* to reveal and study host-microbiota molecular dialogue. To this end, we performed a transcriptome analysis of germ-free and ex-germ-free animals re-associated with a standardized microbiota. Our results demonstrate that microbiota association sustains the expression of genes related to metabolism and digestion in the *Drosophila* midgut, partly via the activity of the IMD/Relish signaling cascade, a pathway previously associated to the regulation of processes related to immune responses. In addition, we further demonstrate that upon bacterial infection in the midgut, the expression of metabolic gene promoted by microbiota association is down-regulated, indicating the existence of host transcriptional trade-off between infection and normal physiology.

## Results and Discussion

### *Drosophila* microbiota impacts midgut genes expression

To gain insight into the molecular cross-talk between *Drosophila* microbiota and its host, we compared the transcriptomic changes between microbiota-associated adult flies and their Germ-Free (GF) siblings. 

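RNA came from whole adult females of the laboratory strain y,w that were either kept GF or given a mixture of Acetobacter pomorum, Commensalibacter intestini, Lactobacillus brevis and Lactobacillus plantarum after emergence. There were 3 samples of GF flies and 3 of poly-associated flies, each of 20 females, and each sample was hybridised to its own Affymetrix Drosophila Genome 2.0 array. The methods place the sampling on day 5 after the first inoculation, and the sample labels give an age of 7 days. The authors processed the arrays with the Robust Multi-array Average (RMA), which corrects the background, normalizes between arrays and gives a single value per probe set, a group of short probes that reads a transcript. The table of values does not name its scale. From their range, and from array medians of 4.92 to 4.96, the values were taken as log2 values, as RMA gives them. From there, 183 control probe sets were left out and 18769 probe sets were tested. Of these, 13647 name a single gene in the annotation used here, 402 name several genes and 4720 name none; genes without a probe set of their own in this annotation were not analysed here, apart from shared probe sets named as such. A gene with several probe sets is reported by the one with the highest mean over the 6 arrays. SAM was rewritten after the description of the siggenes package named in the methods, with all 20 relabelings of the arrays and an FDR of 0.2. Single genes were called with limma, a moderated linear model, at the same level (Benjamini-Hochberg adjusted p under 0.2); "rose" and "fell" refer to this test, and fold values are 2 to the power of the difference between the group means. Gene families and tissue markers were followed as 35 lists fixed before the data were examined, each tested with limma's camera at an adjusted p under 0.05 over the lists; Fig. 2 had been seen by then and holds members of several of them, so that the lists are not independent of it. On simulated arrays with the spread of these samples, limma recovered 80% and SAM 70% of changes of 0.5 on the log2 scale, and 98% and 94% of changes of 1. The simulated noise was independent between probe sets and the changed ones were drawn at random. These shares can therefore be too high for genes with a wide spread or families that vary together. Jon25Bii, for instance, had a log2 fold change of 1.29 in the real arrays and did not pass limma (adjusted p = 0.356). With 3 samples per group a permutation test of a single gene cannot give a two-sided p under 0.1.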

Since the microbiota load and composition encountered in conventionally laboratory-reared flies (CONV) fluctuate highly [9], [17] (and our unpublished observation), we chose to associate newly emerged GF adults with a standardized microbiota composed of four previously characterized *Drosophila* commensal bacterial strains (*Acetobacter pomorum*, *Commensalibacter intestini, Lactobacillus brevis* and *Lactobacillus plantarum*) [18] (Fig.1A). 

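The serine protease gene Jon66Cii had the largest increase of all probe sets in poly-associated flies. Its level was 5.56 ± 0.18 (SD, n = 3) in GF flies and 8.14 ± 0.30 (SD, n = 3) in poly-associated flies on the log2 scale, a 5.98-fold difference (standard error of the log2 fold change 0.15, adjusted p = 0.000668 from limma). Among the other genes with the largest changes, CG18180 was 3.77-fold higher (log2 fold change 1.92, adjusted p = 0.0855 from limma), CG16775 2.62-fold, CG5246 2.53-fold and CG3868 2.42-fold. In each of these 5 genes the 3 poly-associated samples all lay above the 3 GF samples. The rule that picked the largest changes required this, so it is no evidence of a change. Of all probe sets, 4.32% had all poly-associated samples above all GF samples and 7.18% had all of them below, where chance gives 5% each way. SAM selected 106 probe sets, all of them higher in poly-associated flies, with folds of 1.22 to 5.98 and 21.4 expected false calls; with a fudge factor of 0 in place of the estimated one it selected 0 higher and 5 lower, none of them among the 106. Of the selected probe sets, 101 name a single gene, 4 name several genes and 1 names no gene in the annotation used here. No probe set was selected as lower by SAM, while limma called 53 probe sets higher and 1 lower, and all 53 were among the selected ones. The one that fell was Clk, a transcription factor of the circadian clock, with a log2 fold change of -0.43 (adjusted p = 0.0832 from limma). SAM sets its cutoffs for higher and lower values separately. Clk was not selected with a SAM statistic of -3.65, while the lowest statistic among the selected probe sets was 2.32. That all selected probe sets were higher therefore does not show that all changes went one way. At an adjusted p under 0.05 limma called 28 higher and 0 lower, and at an unadjusted p under 0.05 it gave 567 higher and 571 lower. CG18180 and CG16775 no longer passed limma with a trended and robust prior variance (an alternative followed for single genes after the data were seen), and CG18180, CG16775 and Clk without poly-associated replicate 1 or 2, CG16775 and Clk also without GF replicate 1, and Clk also without GF replicate 3. The counts depend on single arrays, as SAM selected 43 probe sets without GF replicate 1, 57 without poly-associated replicate 1 and 49 without poly-associated replicate 2, and limma called 34 and 37 without the latter 2 arrays and 117 without poly-associated replicate 3.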

After data normalization and statistical analysis using Significance Analysis of Microarrays (SAM), using a false detection rate (FDR) of 0,2, we identified 105 transcripts whose expression level were significantly increased from 1.2 to 6 folds in the polyassociated flies compared to their GF siblings (Fig.1B and Fig.2).

**Figure 1:**
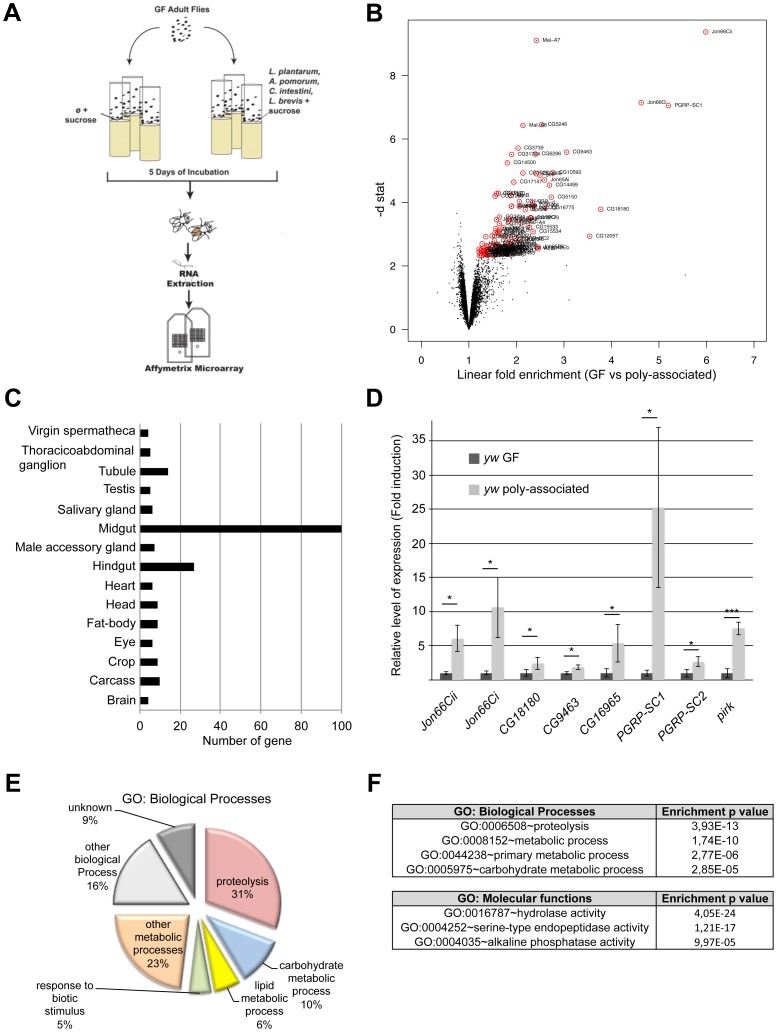
*Drosophila* microbiota impacts midgut genes expression. (A) A schematic representation of the experimental set-up used for transcriptome analysis; GF: Germ-Free. (B) A volcano plot showing the absolute value of the computed statistics from the SAM analysis (d-stat) based on to the fold change in gene expression between the GF and poly-associated groups. The genes selected as differentially expressed by the SAM analysis are highlighted with a red circle around them. The selection was made using a value of Delta that corresponds to a FDR of 0.2. (C) Adult tissue enrichment classification of the 105 microbiota-regulated genes. (D) A bar graph representing the fold-enrichment of different microbiota-regulated transcripts in dissected midguts from GF vs poly-associated wild-type animals (the value of the relative ΔCt*^gene^*/ΔCt*^rp49^* ratio was calculated for every sample and relativized to the ratio in the GF condition which was anchored to 1 to indicate fold induction). Statistical significance of the result is represented (Student's t-test: ns≥0.05>*≥0.01>**≥0.001>***). Of note, *PGRP-SC1* mRNAs are detected to a 16 folds higher level than *PGRP-SC2* mRNA in young poly-associated animals (ΔCt*^PGRP-SC1^*/ΔCt*^rp49^* = 63 and ΔCt*^PGRP-SC2^*/ΔCt*^rp49^* = 4). (E) Relative percentage of Gene Ontology Terms: Biological processes in the list of microbiota-regulated gene (pie chart) and (F) Enrichment p-values (Benjamini-Hochberg corrected) for GO:Biological processes and GO:Molecular Functions in the list of microbiota-regulated genes.

**Figure 2:**
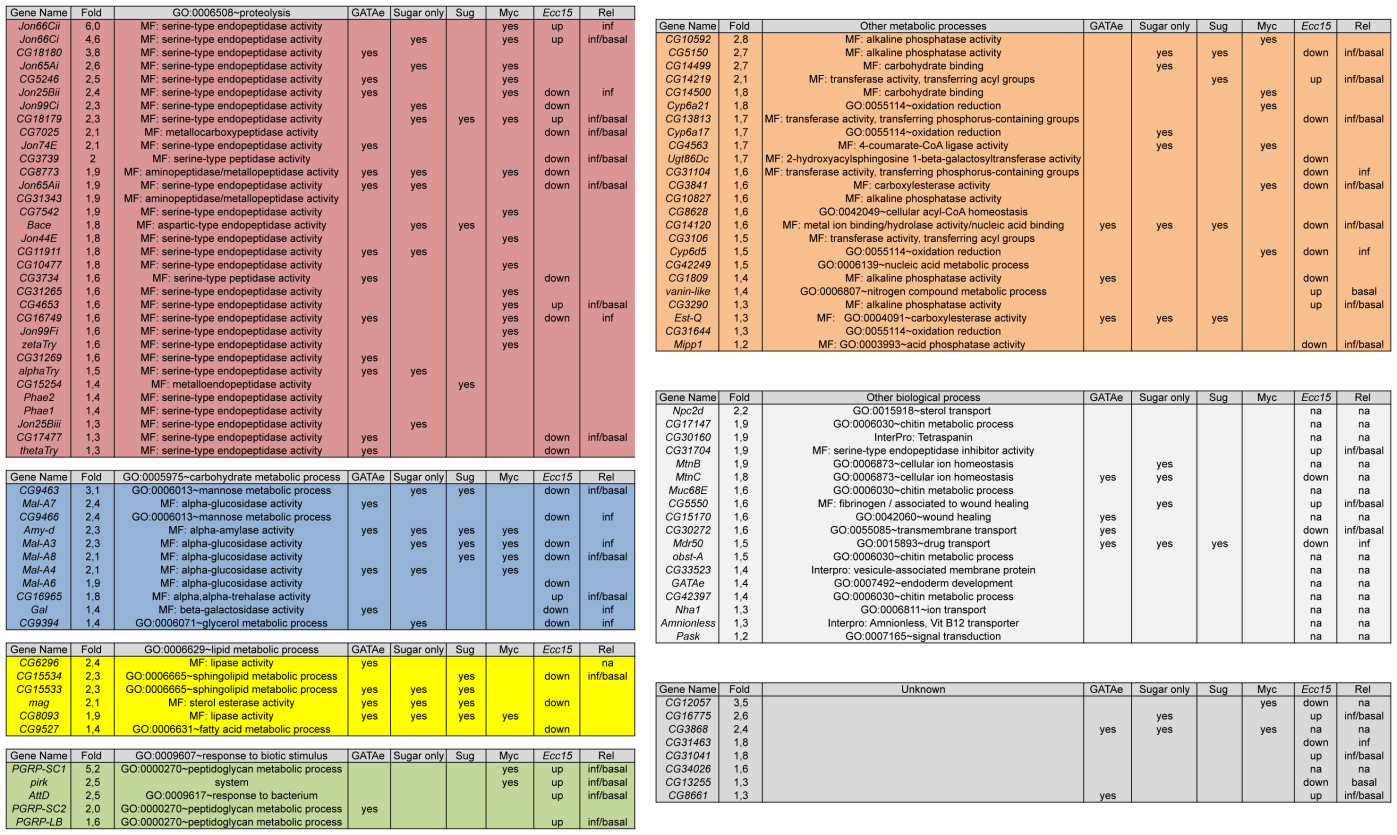
Microbiota-regulated genes. Microbiota-regulated genes are classified by Gene Ontology (GO):Biological function groups. Columns for each microbiota-regulated gene are designated as such: (1) Gene names from Flybase; (2) fold induction in microbiota associated animals vs GF; (3) information on gene function: lower hierarchy GO:Biological process or GO:Molecular function or insight on molecular function by mentioning an Interpro domain present in the protein; (4) Regulation by GATAe; (5) Gene deregulated upon sugar-only diet challenge; (6) Regulation by Sug; (7) Regulation by Myc; (8) Gene regulation in the midgut upon *Ecc15* infection (*Ecc15*) and (9) Relish dependence (Rel regulation) for gene expression in the midgut in basal condition (basal) or upon *Ecc15* infection (inf). For columns “GATAe” the data were collected from [21], [27]; columns “Sugar only” and “Sug” data are from [29]; column “Myc” data are from [28]; columns “*Ecc15*” and “Rel” data are from [31].

We classified the 105 selected genes according to their annotated tissue expression profile using the FlyMine tool [19] based on the FlyAtlas dataset [20]. Interestingly, despite the fact that the transcriptomic analysis was conducted on whole adult animals, we found that most (100/105) of the selected transcripts are expressed in the midgut of conventionally (CONV) raised adults (i.e with a microbiota) (Fig.1C). Recently, Buchon *et al.* and Marianes *et al.* reported that 60–65% of the *Drosophila* genes are detected in the midgut of CONV adults with specific patterns of expression in this tissue [21], [22]. We therefore examined whether our list contains enrichment for genes sharing a given spatial pattern of expression in the midgut but we failed to detect any (data not shown). Nonetheless, the marked over-representation of midgut genes in our dataset indicates that the host transcriptional response to the microbiota is localized and occurs mainly in the *Drosophila* midgut. 

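In these whole-fly samples, the lists of Jonah proteases and trypsins passed camera in the setting used throughout (adjusted p = 2.35e-30 and 2.13e-10; adjusted p = 0.146 for both with an estimated correlation), and none of the lists of markers of other tissues did. Over 10 lists of ovary, yolk, testis, male accessory gland, fat body, muscle, photoreceptor, neuron and Malpighian tubule markers, 0 of 113 measured genes rose or fell in limma, 0 were selected by SAM, and 3 were higher and 3 lower at an unadjusted p under 0.05; adjusted over the list alone, 1 eggshell gene rose and 1 fell, and 2 neuronal genes fell. All samples were females, and the 18 testis and 14 male accessory gland genes had median GF levels of 3.37 and 3.42. Both lie under the lower quartile of every array (3.75 to 3.78), so the flat values of these male genes say little about other tissues. The median log2 fold changes of the 10 lists lay between -0.09 (germ line of the ovary) and 0.14 (photoreceptor), and the lowest adjusted p was 0.0582 from camera. By comparison, the 13 measured Jonah proteases had a median log2 fold change of 0.92 and the 10 measured trypsins one of 0.49, as the plot of the list members shows. The germ line list of the ovary passed camera, toward lower values, after quantile normalization and without GF replicate 2, GF replicate 3 or poly-associated replicate 3, and the eggshell list without GF replicate 1. The photoreceptor list had lower values in GF replicate 1 than in the other arrays for Arr1 (8.40 against 11.1 to 11.2), and without that array the list passed camera toward lower values (median log2 fold change -0.15), as it did toward higher values without GF replicate 3 (median 0.34).

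**Figure D1:**
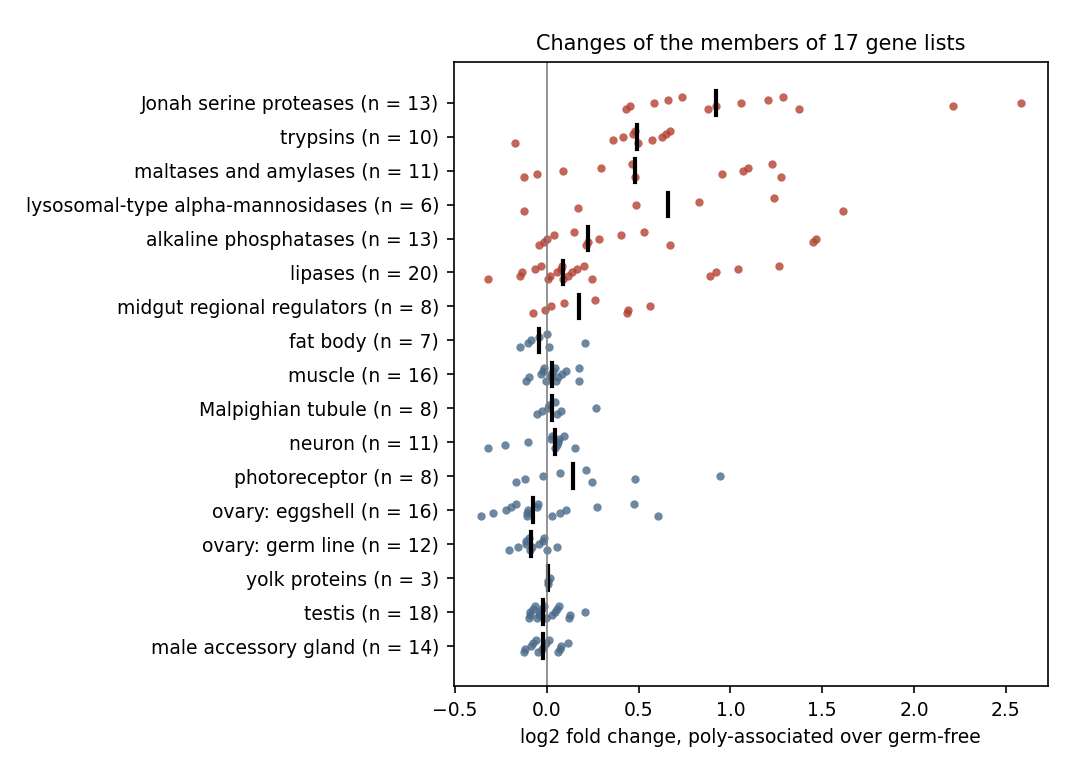
Log2 fold change of poly-associated over GF flies for each measured member of 17 gene lists (points; n gives the number of genes), with the median of each list as a black bar and digestive lists and midgut regulators in red above lists of other tissues in blue. All 13 Jonah genes lie above 0, between 0.43 and 2.58, while the members of the yolk protein list lie at 0.00 to 0.02.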

We then verified that microbiota-regulated transcripts were indeed enriched in the midgut upon microbiota-association. To do so, using RT-qPCR, we compared the expression levels of a set of the most strongly microbiota-regulated genes in dissected midguts from GF and microbiota-associated animals and found that the tested genes were all up-regulated in adult midguts associated with four commensal bacterial strains compared to GF controls (Fig.1D). These results therefore demonstrate that microbiota association impacts on genes expression in the midgut.

### *Drosophila* microbiota sustains metabolic genes expression

We next used Gene Ontology (GO) clustering and enrichment analysis tools (Database for Annotation, Visualization, and Integrated Discovery or DAVID; [23]) to identify the functional categories within our gene list. We found that 74 out of 105 genes on the list are associated with metabolic processes (Fig.1E, Fig.2). Among the 74 genes, 33 are involved in proteolysis, 11 in carbohydrate metabolic process, six in lipid metabolic process and four in oxydo-reduction. 

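The genes of Fig. 2 were chosen on these samples, so their counts are not independent evidence of a direction. Of the 33 genes that the figure places under proteolysis, 18 rose in limma, with a median of 1.84-fold and a range of 1.33 to 5.98. Of the 11 genes of carbohydrate metabolic process 9 rose, with a median of 2.14-fold, and of the 6 genes of lipid metabolic process 5 rose, with a median of 2.17-fold. The 24 genes of other metabolic processes had smaller folds, with a median of 1.61, and 10 of them rose. Each of the 105 genes was selected by SAM through at least 1 probe set. Of the 13 measured Jonah genes, a family of digestive serine proteases, 7 rose and none fell in limma; adjusted over the list alone all 13 rose (adjusted p = 2.35e-30 from camera; adjusted p = 0.146 with an estimated correlation). Jon66Ci was 4.63-fold higher in poly-associated flies (log2 fold change 2.21, standard error 0.17, adjusted p = 0.00333 from limma) and Jon65Ai 2.59-fold (adjusted p = 0.0204 from limma). Jon25Biii was 1.35-fold higher; it was selected by SAM and did not pass limma. Of the 10 measured trypsin genes alphaTry and zetaTry rose, with log2 fold changes of 0.57 and 0.65, none fell and 8 did not pass; adjusted over the list alone 9 rose (adjusted p = 2.13e-10 from camera; adjusted p = 0.146 with an estimated correlation). GF replicate 1 had the lowest Jonah mean (9.55 against 10.1 in both other GF samples), and without it 6 Jonah genes rose, while 4 rose without poly-associated replicate 1 or 2. No trypsin rose without GF replicate 1, GF replicate 3, poly-associated replicate 1 or poly-associated replicate 2, and 4 rose without poly-associated replicate 3, alphaTry not among them. alphaTry was also lost after quantile normalization, and Jon99Ci without GF replicate 2, poly-associated replicate 1 or poly-associated replicate 2. With a trended and robust prior variance, followed for single genes after the data were seen, Jon65Ai, Jon99Ci and alphaTry no longer passed.

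**Figure D2:**
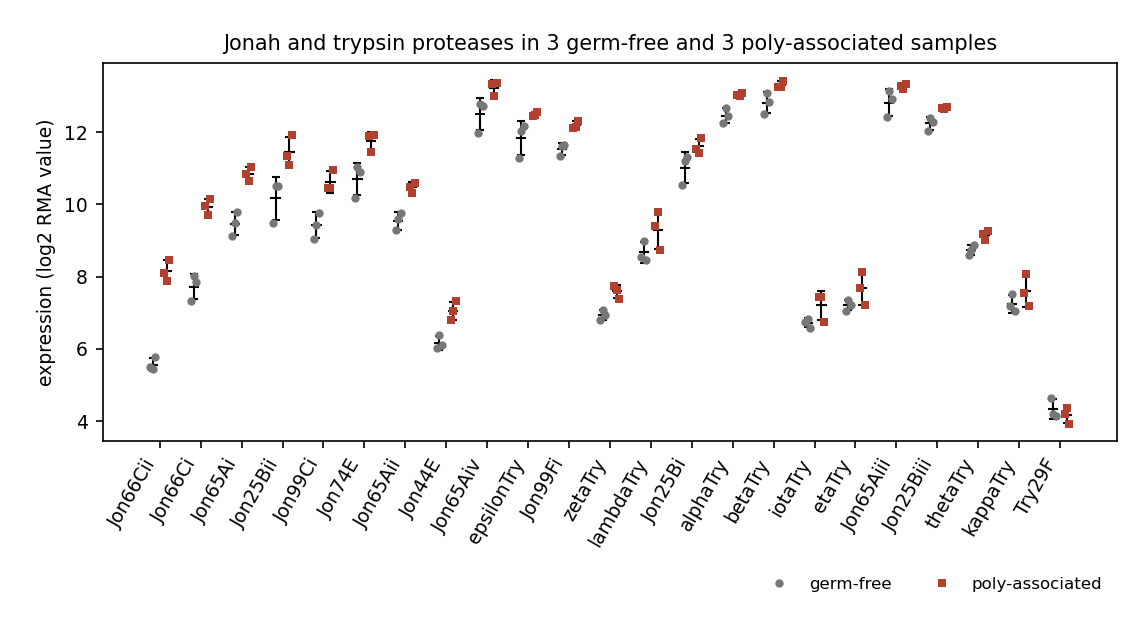
Expression (log2 RMA value) of the 23 measured Jonah and trypsin genes in the 3 GF samples (grey circles) and the 3 poly-associated samples (red squares), with group means and SD as black lines and genes ordered by their log2 fold change. The difference is largest for Jon66Cii (2.58) and Jon66Ci (2.21), and Try29F at the right has the only negative value, -0.17.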

From the same analysis, we found that the terms “metabolic process”, “proteolysis”, “primary metabolism” and “carbohydrate metabolism” are the most significantly enriched terms (Fig.1E–F, Fig.2). Among the remaining 31 genes, several are involved in processes that could either be connected to metabolic activities such as transport across membranes (4/31), chitin metabolism (4/31) and cellular ion homeostasis (2/31) or linked to host response to bacterial colonization (i.e, “response to biotic stimulus” (5/31) and “wound healing and related process” (2/31)) (Fig.1E and Fig.2). These results not only indicate that *Drosophila* presents an expected transcriptional response to bacterial colonization upon microbiota association, but also reveal a clear impact of microbiota association on host metabolic processes at least at the transcriptomic level.

Using the same GO terms tool, we further analyzed the molecular functions associated with the 105 genes (Fig.2). We identified a clear enrichment of genes encoding hydrolases and alkaline phosphatases (Fig.1F), which are two major classes of enzymes involved in digestive functions, suggesting that *Drosophila* microbiota enhances the host's enzymatic activities for macronutrients breakdown. 

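Alkaline phosphatases, which release phosphate from their substrates and are abundant on gut brush borders, included some of the larger increases. Alp10 (CG10592) went from 7.40 ± 0.34 (SD, n = 3) in GF flies to 8.87 ± 0.19 (SD, n = 3) in poly-associated flies, a log2 fold change of 1.47 (standard error 0.16, adjusted p = 0.0165 from limma). Alp9 (CG5150) had a log2 fold change of 1.45 (standard error 0.20, adjusted p = 0.0447 from limma). Of the 13 measured alkaline phosphatase genes these 2 rose, none fell and 11 did not pass the test; adjusted over the list alone, 8 rose. SAM also selected Alp5 (CG10827), Alp6 (CG1809) and Alp2 (CG3290), with log2 fold changes of 0.67, 0.53 and 0.41; these did not pass limma over all probe sets, but Alp5 passed after median centring and without GF replicate 2, Alp6 after median centring and without poly-associated replicate 3, and, among alternatives followed for single genes after the data were seen, Alp6 with array weights and Alp2 and Alp6 with a trended and robust prior variance. Alp4 had a log2 fold change of 0.15 (standard error 0.15). The median of the list was 0.22 (adjusted p = 2.01e-10 from camera with its preset correlation; adjusted p = 0.138 with an estimated correlation). Only Alp10 rose when poly-associated replicate 1 was left out, and Alp9 was also lost with a trended and robust prior variance, followed for single genes after the data were seen. From the over-representation of hydrolases and alkaline phosphatases among the selected genes, the paper proposes that the microbiota raises the capacity of the host to break down macronutrients.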

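Maltases, which split maltose into glucose, were among the hydrolases with higher values in poly-associated flies. Mal-A3, Mal-A4, Mal-A6, Mal-A7 and Mal-A8 rose in limma, with log2 fold changes of 0.96 to 1.28, none fell, and 6 of the 11 measured maltases and amylases did not pass. Adjusted over that list alone, 8 rose and 1 fell (adjusted p = 7.85e-12 from camera; adjusted p = 0.146 with an estimated correlation). Mal-A7 was at 7.62 ± 0.04 (SD, n = 3) in GF flies and 8.89 ± 0.11 (SD, n = 3) in poly-associated flies. Mal-A5 had a log2 fold change of -0.12 (standard error 0.07) and did not pass limma (adjusted p = 0.881). The amylase probe set is shared by Amy-p and Amy-d and cannot separate them; it was 2.34-fold higher (adjusted p = 0.0482 from limma). Of the 6 alpha-mannosidase genes CG9463 and CG9466 (LManIII and LManV) rose, by 3.05-fold and 2.36-fold, none fell and 4 did not pass. Adjusted over the list alone 4 alpha-mannosidases rose and 1 fell (adjusted p = 3.96e-06 from camera; adjusted p = 0.212 with an estimated correlation). Of the 20 measured lipases CG6296 and magro rose, with log2 fold changes of 1.26 and 1.04, none fell and 18 did not pass. Adjusted over the list alone 4 lipases rose and 1 fell, with a median log2 fold change of 0.09 (adjusted p = 0.000611 from camera; adjusted p = 0.146 with an estimated correlation). The aspartic protease gene Bace, the biotinidase gene vanin-like, the esterase gene Est-Q and the phosphatase gene Mipp1 were selected by SAM with folds of 1.84, 1.37, 1.28 and 1.23, and Gal with a log2 fold change of 0.49; none of these passed limma, but Bace passed without GF replicate 1, vanin-like without GF replicate 2 and Est-Q without GF replicate 3. Without poly-associated replicate 1 only 3 maltases, CG9463 and CG6296 of these 3 lists rose; 3 maltases also rose without GF replicate 1 or GF replicate 3, Mal-A4 was also lost without GF replicate 2, and CG9466 was also lost without poly-associated replicate 2. With a trended and robust prior variance, followed for single genes after the data were seen, Mal-A3, Mal-A4, Mal-A6, the amylase probe set, CG9466 and magro no longer passed.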

Strikingly, among the 74 “metabolic genes”, 60 genes encode hydrolases, including 33 peptidases (28 serine-proteases including several members of the *trypsin* and *Jonah* proteases families, four metallo-proteases and the aspartic-protease *Bace*), 10 glycosyl-hydrolases (five alpha-glucosidases of the *maltase* family, two alpha-mannosidases, the alpha-amylase *Amy-d*, the beta-galactosidase *Gal* and one alpha,alpha-trehalase), six phosphatases (five alkaline and the acid-phosphatase *Mipp1*), five lipases (including *magro*, the *Drosophila* LipA homologue controlling cholesterol homeostasis, [24]), three non-lipase esterases (including *EstQ*), two nucleases and the biotinidase *vanin-like* (Fig.2). 

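Among cytochrome P450 genes, which encode oxidases of xenobiotics and endogenous lipids, Cyp6a21 and Cyp6a17 rose in poly-associated flies. Their log2 fold changes were 0.82 (standard error 0.15, adjusted p = 0.192 from limma) and 0.78 (standard error 0.13, adjusted p = 0.111 from limma). Cyp6d5 had a log2 fold change of 0.62; it was selected by SAM and did not pass limma (adjusted p = 0.308), but it passed after median centring and without GF replicate 3. The list was fixed by gene symbol and its 83 measured members include Cyp1 and Cyp40, which encode cyclophilins and no P450; as fixed it had a median log2 fold change of 0.08 (adjusted p = 1.54e-08 from camera; adjusted p = 0.164 with an estimated correlation). Without these cyclophilins, left out after the data were seen, 81 P450 genes remain, of which Cyp6a21 and Cyp6a17 rose, none fell and 79 did not pass; adjusted over the list alone, 13 rose and 1 fell. The median log2 fold change of the 81 was also 0.08, with 63 above 0 (adjusted p = 8.94e-09 from camera; adjusted p = 0.162 with an estimated correlation). Ugt86Dc was 1.71-fold higher and the 4-coumarate-CoA ligase family gene CG4563 1.72-fold, both selected by SAM and not past limma; both passed after median centring, Ugt86Dc also without poly-associated replicate 3 (adjusted p = 0.0881) and CG4563 without GF replicate 2 (adjusted p = 0.162). Of 34 measured glutathione S-transferases, another family of detoxification enzymes, none rose or fell in limma, also when adjusted over the list alone, none was selected by SAM and 1 was lower at an unadjusted p under 0.05, with a median log2 fold change of 0.01. Neither Cyp6a17 nor Cyp6a21 passed without poly-associated replicate 1 or 2; Cyp6a17 was also lost without GF replicate 2 or poly-associated replicate 3, and Cyp6a21 without GF replicate 1 or 3, after quantile normalization or when dim probe sets were left out.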

The other metabolic genes include five transferases (three acyl-transferases, one phospho-transferase and the beta-galactosyl-transferase *Ugt86Dc*), three Cytochrome P450 (*Cyp6a17*, *Cyp6a21* and *Cyp6d5*), two Carbohydrate binding proteins, two genes related to Acyl-CoA metabolism, one Cytochrome-c oxidase and one 4-Coumarate-CoA ligase. These molecules are mostly involved in primary metabolic pathways, suggesting that microbiota association sustains these essential host metabolic activities. This finding is consistent with the observation that microbiota influences host energy homeostasis and carbohydrate allocation patterns in adults [15]. Among the 31 “non metabolic genes” regulated by microbiota association, we identified 11 genes that are still related to metabolic activities, which may be influenced by microbiota association. Five out of the 11 genes are involved in transport of micronutrients or xenobiotics including the vitamin-B12 transporter *Amnionless*, the sterol transporter *Npc2d* and the sodium transporter *Nha1*; four genes are associated to chitin metabolism, including the mucin *Muc68E* and the chitin binding molecule *obst-A* and two genes encode proteins involved in metal homeostasis (*MtnB/C*). In addition to these metabolic signatures, we identified seven genes that are clearly associated to host tissue response to bacterial challenges. Specifically, three of the seven genes are associated to “wound healing”, such as one fibrinogen; five are innate immune genes whose expression is known to be controlled by the IMD signaling pathway such as the PGRP-LC/LE inhibitor *pirk* and the peptidoglycan amidases *PGRP-LB, -SC1* and *-SC2* which are all involved in dampening the IMD signaling strength to promote immune tolerance to indigenous microbiota [10]–[12]. This observation corroborates previous reports demonstrating that the gut microbiota modulates intestinal immune homeostasis and promotes intestinal epithelium renewal [4]. 

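Npc2d, of the Niemann-Pick type C2 family of sterol carriers, rose from 5.94 ± 0.27 (SD, n = 3) in GF flies to 7.07 ± 0.29 (SD, n = 3) in poly-associated flies, a log2 fold change of 1.13 (standard error 0.17, adjusted p = 0.0616 from limma). It was the only member of the 9 measured genes of its list to pass; the others had log2 fold changes of -0.04 to 0.07, and the list did not pass camera (adjusted p = 0.298). MtnB, a metallothionein that binds metal ions, rose with a log2 fold change of 0.91 (standard error 0.12, adjusted p = 0.0281 from limma). MtnC, MtnD and MtnA had values of 0.86, 0.63 and 0.24 and did not pass over all probe sets, while all 4 rose when adjusted over the list alone (adjusted p = 2.86e-08 from camera; adjusted p = 0.138 with an estimated correlation). Amnionless and Nha1 were 1.26-fold and 1.28-fold higher, and Muc68E and obst-A 1.63-fold and 1.46-fold. All 4 were selected by SAM without passing limma. Amnionless (3.65 in GF and 3.98 in poly-associated flies) and obst-A (3.81 and 4.36) were dim. The lower quartile of the arrays was 3.75 to 3.78, and the level of these genes against background was not analysed here. Muc68E and obst-A passed after median centring, obst-A also without poly-associated replicate 3 and with array weights, and obst-A and Nha1 with a trended and robust prior variance; the last 2 alternatives were followed for single genes after the data were seen. Of 12 measured genes of the peritrophic matrix and mucins, none rose or fell over all probe sets, 2 rose when adjusted over the list alone, and the median log2 fold change was 0.07 (adjusted p = 0.00682 from camera; adjusted p = 0.212 with an estimated correlation). Npc2d no longer passed limma without poly-associated replicate 1 or 2, and 2 metallothioneins rose without GF replicate 3 or poly-associated replicate 2. The mucin list no longer passed camera without GF replicate 1 or poly-associated replicate 2, while the sterol carrier list passed without poly-associated replicate 3 (median log2 fold change 0.07).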

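The amidase genes PGRP-SC1a and PGRP-SC1b share a probe set that cannot separate them, and its level went from 10.0 ± 0.42 (SD, n = 3) in GF flies to 12.4 ± 0.18 (SD, n = 3) in poly-associated flies (log2 fold change 2.38, standard error 0.19, adjusted p = 0.00333 from limma). The inhibitor gene pirk rose (log2 fold change 1.32, standard error 0.15, adjusted p = 0.0165 from limma) as did PGRP-LB (log2 fold change 0.71, standard error 0.12, adjusted p = 0.122 from limma). PGRP-SC2 was 1.97-fold higher with GF samples spread over 9.70 to 10.5; it was selected by SAM and did not pass limma (adjusted p = 0.262). Of 6 negative regulators of the IMD pathway with a probe set of their own, pirk and PGRP-LB rose, none fell and 4 did not pass; adjusted over the list alone 3 rose. PGRP-SB1, PGRP-SB2 and PGRP-LF had log2 fold changes of -0.10, -0.05 and -0.01. The median of the list was 0.35 (adjusted p = 0.000198 from camera; adjusted p = 0.212 with an estimated correlation). PGRP-LB no longer passed without GF replicate 1, GF replicate 3, poly-associated replicate 1 or poly-associated replicate 2, while PGRP-SC2 passed without GF replicate 1 or 2, after median centring or with array weights (the last followed for single genes after the data were seen).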

Finally, we identified the Zinc-finger transcription factor GATAe, which is required for the terminal differentiation of the *Drosophila* endoderm and maturation of the adult midgut [21], [25], [26]. 

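GATAe was 1.36-fold higher in poly-associated flies, at 5.26 ± 0.16 (SD, n = 3) in GF flies and 5.70 ± 0.08 (SD, n = 3) in poly-associated flies. It was selected by SAM and did not pass limma (log2 fold change 0.44, standard error 0.09, adjusted p = 0.292). Of 8 measured regulators of midgut identity, regions and progenitors, none rose or fell in limma; adjusted over the list alone 4 rose, which were nub, GATAe, esg and Ptx1 with log2 fold changes of 0.56, 0.44, 0.44 and 0.26. The other 4, which were exex, cad, Hnf4 and Dl, had values of -0.08 to 0.09. The median of the list was 0.18 (adjusted p = 0.00127 from camera; adjusted p = 0.202 with an estimated correlation). GATAe passed limma without GF replicate 3 (adjusted p = 0.118). The value of nub comes from the brightest of its 3 probe sets, and the other 2 gave 0.07 and -0.07.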

Interestingly, among the 105 genes uncovered by our transcriptomic analysis, we could identify 31 genes which expression is altered upon *GATAe* genetic manipulation [21], [27] (Fig.2). This observation reinforces the notion that microbiota may promote the maturation and the digestive functionalities of the midgut partly via GATAe-dependent regulation of digestive enzymes expression.

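The 31 genes that Fig. 2 marks as altered upon GATAe manipulation had a median of 1.83-fold in these arrays, with a range of 1.28 to 3.77. CG18180 lies at the upper end of this range, and CG11911 at its median, going from 9.49 ± 0.42 (SD, n = 3) in GF flies to 10.4 ± 0.24 (SD, n = 3) in poly-associated flies without passing limma (adjusted p = 0.349), though it passed without GF replicate 2 (adjusted p = 0.122). In limma 16 of the 31 rose at an adjusted p under 0.2 and 10 at an adjusted p under 0.05, and all 31 were selected by SAM, since the figure lists selected genes. Over all 105 genes of the figure, 53 rose and the median was 1.78-fold; the overlap itself rests on data of other studies and was not tested here.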

Taken together, our results clearly indicate that microbiota association influences the expression of host midgut genes encoding key actors involved in digestive functions, primary metabolism and host tolerance to bacteria colonization and that *Drosophila* microbiota sustains these activities.

### Correlation between microbiota and nutrients-mediated transcriptional signatures

Metabolic adaptation through metabolic gene regulation is essential for the host to respond to nutritional challenges. Now, having observed that microbiota association promotes the transcription of metabolic genes, we further compared our results with previous analysis on *Drosophila* transcriptome upon nutritional challenges [28], [29]. 

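The genes of Fig. 2 marked for a response to a sugar-only diet include Jon66Ci, the alpha-mannosidase gene CG9463 and the 4-coumarate-CoA ligase gene CG4563. In the present arrays these marked genes had a median log2 fold change of 0.92 in poly-associated over GF flies, from 0.35 to 2.21. Of the 30 genes 21 rose in limma at an adjusted p under 0.2, and 11 at an adjusted p under 0.05. Their response to diet comes from another study and was not analysed here, and since all were picked as higher in these samples their direction is not independent evidence.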

Among the 105 microbiota-regulated genes, the expression of 30 genes was reported to fluctuate in response to sugar only diet [29] (Fig.2). Specifically, Zinke *et al.* reported that *sugarbabe (sug)*, a zinc-finger transcription factor that is strongly activated upon sugar ingestion, represses the expression of several genes involved in dietary sugar and fat breakdown. We found in our list 16 “*sug*-regulated” genes among which four are Glycosyl-hydrolases (*Amy-d, CG9463, Mal-A3* and *Mal-A8*) and four are lipases (*CG15534*, *CG8093*, *mag* and *CG15533*). 

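The 16 genes carrying the Sug mark in Fig. 2 had a median log2 fold change of 1.07 in poly-associated over GF flies, with a range of 0.35 to 1.61, and 11 of them rose in limma. Among the glycosyl-hydrolases, Mal-A3 was at 6.62 in GF flies and 7.84 in poly-associated flies (log2 fold change 1.23, standard error 0.18, adjusted p = 0.0616 from limma) and Mal-A8 had a log2 fold change of 1.10 (standard error 0.09, adjusted p = 0.00333 from limma). Among the lipases, CG15534 and CG15533 had log2 fold changes of 1.23 (adjusted p = 0.199 from limma) and 1.19 (adjusted p = 0.147 from limma), with poly-associated samples that spread by an SD of 0.52 and 0.47. CG8093 had a log2 fold change of 0.92, was selected by SAM and did not pass limma (adjusted p = 0.306), but it passed after median centring (adjusted p = 0.197). CG15534 and CG15533 no longer passed limma without GF replicate 1, GF replicate 3, poly-associated replicate 1 or poly-associated replicate 2, or when dim probe sets were left out, CG15534 also without GF replicate 2 and when a mean per gene was tested (adjusted p = 0.202, with the same log2 fold change, as it has only 1 probe set), and Mal-A3 was lost without poly-associated replicate 1; all 3 were lost with a trended and robust prior variance, followed for single genes after the data were seen. These genes were chosen on the same arrays, so their shared direction is not independent evidence.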

In our experimental conditions, flies were reared on a sucrose-only diet prior and during the association. Therefore, the upregulation of *sug*-related genes upon microbiota association suggests that the repressive activity of Sug during sugar feeding is inhibited during host response to microbiota. Similarly, Li *et al.* identified the transcription factor Myc as one of the main regulators of metabolic genes expression in response to nutritional challenges. 

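The transcript of sug itself was at 7.14 ± 0.34 (SD, n = 3) in GF flies and 6.60 ± 0.13 (SD, n = 3) in poly-associated flies. This is a log2 fold change of -0.54 (standard error 0.16) that did not pass limma over all probe sets (adjusted p = 0.595) and was not selected by SAM. The GF samples had values of 6.75, 7.36 and 7.33 and the poly-associated samples 6.54, 6.51 and 6.75, so that GF replicate 1 lay within the poly-associated range; without it sug fell (adjusted p = 0.0537 from limma). Of 11 measured genes of insulin, sugar and nutrient signalling, none rose or fell; adjusted over the list alone, 2 fell, which were sug and Mondo (log2 fold change -0.17), the latter a sensor of intracellular sugar. The alpha-glucosidase gene tobi had a log2 fold change of 0.69 (standard error 0.31) and the insulin receptor gene InR one of -0.09 (standard error 0.07), neither past the test. The list as a whole did not pass camera (median log2 fold change -0.07, adjusted p = 0.539).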

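Fig. 2 marks genes as regulated by Myc, among them Jon66Cii, which had the largest increase of all. In these arrays the marked genes had a median of 2.00-fold in poly-associated over GF flies, from 1.53-fold to 5.98-fold. Of the 30 genes 21 rose in limma at an adjusted p under 0.2, and 13 at an adjusted p under 0.05. The gene Myc has no probe set under its name in the annotation used here, so its own transcript was not analysed here.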

In this study we found 30 Myc-regulated genes in our list [28] (Fig.2). This correlation suggests that Myc is also a prime candidate to mediate the transcriptional host response to microbiota association.

In summary, the host transcriptomic response to microbiota association includes the modulation of a significant number of genes required to adapt to nutritive challenges. This finding suggests that microbiota association potentiates nutrition via enhanced digestive enzyme expression mediated at least partly via Sug inhibition and Myc activation.

### Trade-off between microbiota-mediated and infection-mediated midgut genes expression

Buchon *et al.* characterized the transcriptional signatures in dissected CONV adult midguts after an acute oral infection with the bacterial strain *Erwinia carotovora carotovora 15* (*Ecc15*). Our current study shares many common features with that of Buchon *et al.*, in that we adopted similar experimental protocols to study changes in transcriptomes after exposing the host to a specific set of bacteria and we both found a marked transcriptional response localized to the midgut. We therefore compared our dataset to that of Buchon *et al*. and found an evident overlap between the two lists: half of our microbiota-regulated genes are also modulated upon intestinal infection (52/105 genes, Fig.2). As expected, like in Buchon *et al.*, we also found that the IMD pathway target genes (*AttD, pirk, PGRP-LB/-SC1/-SC2*) were up-regulated. However, most microbiota up-regulated genes (35/52) were in fact down-regulated upon *Ecc15* infection, suggesting the existence of a transcriptional trade-off between the response to indigenous bacteria (i.e the microbiota) and the response to infectious bacteria. 

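AttD, an antimicrobial peptide gene of the attacin family, was 2.45-fold higher in poly-associated flies, with 3 poly-associated samples at 5.53, 6.36 and 4.96 against 4.01 to 4.57 in GF flies. It was selected by SAM and did not pass limma (standard error of the log2 fold change 0.30, adjusted p = 0.363), but it passed without poly-associated replicate 3 (adjusted p = 0.0694). Of 14 listed antimicrobial peptide genes, 8 had no probe set in the annotation used here, among them most of the listed attacins and cecropins. The values of the list do not speak for these unmeasured genes. None of the 6 measured genes rose or fell in limma over all probe sets. Adjusted over the list alone, AttD rose and Def fell. Def had a log2 fold change of -0.65 (standard error 0.20, adjusted p = 0.627 from limma; 0.0601 without GF replicate 3) and Drs, at 12.3 in both groups, one of 0.07 (standard error 0.09). Mtk had a log2 fold change of 1.64 with a standard error of 1.17, since poly-associated replicate 3 was at 5.40 and the other poly-associated samples at 9.81 and 10.9. Among the poly-associated samples DptB was also lowest in replicate 3, with 6.82 and 8.68 in the other samples. The list had a median of 0.13 and did not pass camera (adjusted p = 0.461), but it passed without poly-associated replicate 3, where the median was 0.65 and 2 of its genes rose. The transcripts of Rel and Dredd had log2 fold changes of 0.08 (standard error 0.10) and -0.01 (standard error 0.07).

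**Figure D3:**
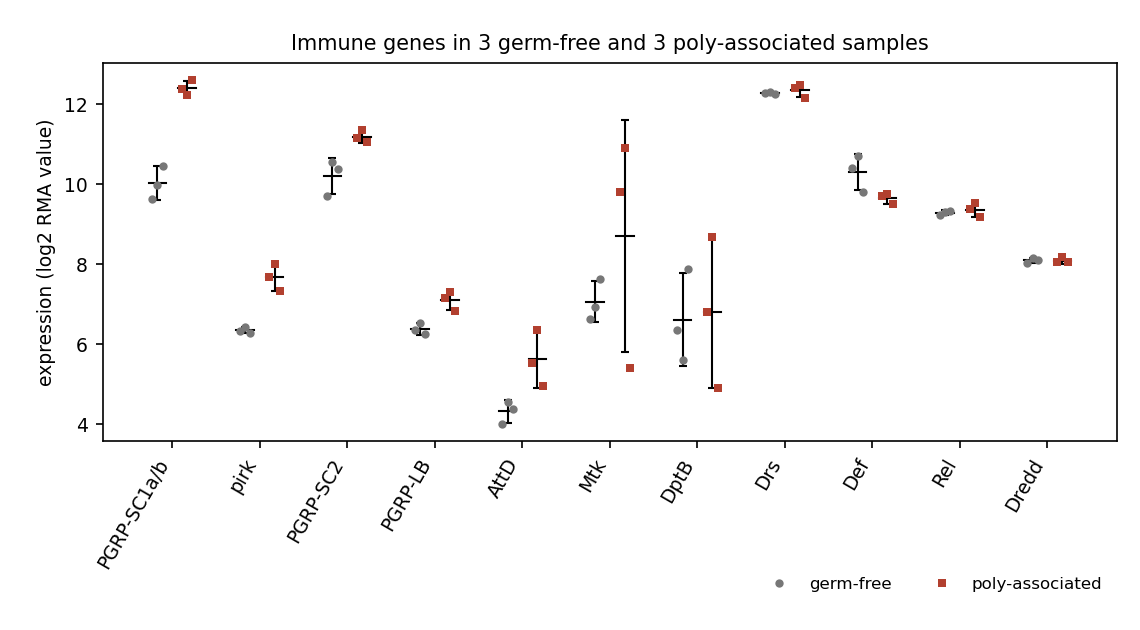
Expression (log2 RMA value) of 11 immune genes in the 3 GF samples (grey circles) and the 3 poly-associated samples (red squares), with group means and SD as black lines; PGRP-SC1a/b is a probe set shared by 2 genes. The groups are apart for PGRP-SC1a/b (10.0 and 12.4) and close for Rel (9.29 and 9.36), and the poly-associated samples of Mtk span 5.40 to 10.9.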

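The direction upon Ecc15 infection is marked in Fig. 2 from another study; the values given here are those of GF and poly-associated flies. The 35 genes marked as down upon infection had a median of 1.75-fold in poly-associated over GF flies, with a range of 1.23 to 3.54, and 18 of them rose in limma. The 17 genes marked as up had a median log2 fold change of 0.93, against 0.80 for those marked as down, and 11 of them rose. CG12057 had the largest fold of the genes marked as down, 3.54, but its poly-associated samples spread by an SD of 0.91 on the log2 scale and it did not pass limma (adjusted p = 0.292). CG12057 passed without poly-associated replicate 3 (log2 fold change 2.32, adjusted p = 0.00766), after median centring (adjusted p = 0.165) and with array weights (adjusted p = 0.182; followed for single genes after the data were seen). The protease genes CG7025 and CG3739 of the same group rose 2.14-fold and 2.03-fold (adjusted p = 0.0153 and 0.00722 from limma). The difference between the 2 groups of genes was not tested, since the genes were picked on these arrays and read from a figure.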

We tested this hypothesis by infecting the flies associated with a standardized microbiota with *Ecc15* and studying the expression of a selection of candidate genes from our list (Fig.3). As expected, we found that the immune-related genes *pirk* and *AttD* are up-regulated, and we confirmed that several microbiota-regulated genes such as digestive enzymes (*CG3739*, *CG7025*, *CG9463*), are markedly down-regulated upon *Ecc15* infection. This result reinforces the notion that *Ecc15* infection triggers a transcriptional trade-off to promote immune-related genes expression at the expense of the metabolic genes expression up-regulated by the microbiota association.

**Figure 3:**
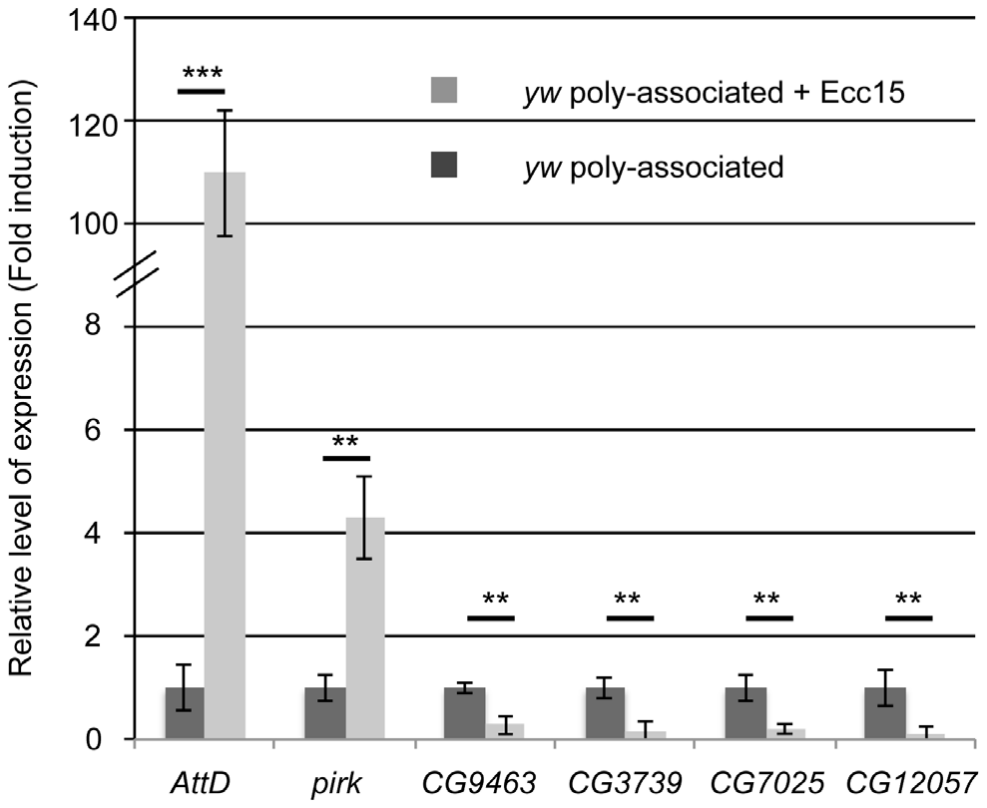
*Ecc15* infection promotes expression of microbiota-regulated immune genes while repressing microbiota-regulated metabolic genes in midguts. A bar graph representing the fold-enrichment of different microbiota-regulated transcripts in dissected midguts from poly-associated upon oral infection by *Ecc15* in WT animals (the value of the relative ΔCt*^gene^*/ΔCt*^rp49^* ratios was calculated for every sample and relativized to the ratio in the GF condition which was anchored to 1 to indicate fold induction). Statistical significance of the result is represented (Student's t-test: ns≥0.05>*≥0.01>**≥0.001>***).

### IMD/Relish pathway at least partly controls the expression of microbiota-regulated metabolic genes

*Relish* encodes the *Drosophila* orthologue of the mammalian NF-kappaB factor p105, which functions downstream of the IMD signaling pathway and controls the induction of most IMD target genes [30]. Buchon *et al.* studied the midgut transcriptome of *Relish* mutants and found that changes in the expression of midgut genes upon *Ecc15* infection are largely *Relish*-dependent [31]. 

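Genes that Fig. 2 marks as dependent on Relish, such as pirk, Jon66Cii and CG9463, were set against their values in these arrays. The 41 genes with such a mark, all among those influenced by Ecc15, had a median log2 fold change of 0.84 in poly-associated over GF flies, with a range of 0.29 to 2.58. In limma 23 of them rose at an adjusted p under 0.2 and 13 at an adjusted p under 0.05, against 29 and 15 of the 52 genes influenced by Ecc15. By the marks as read from the figure, 39 of the 41 carry one for infection, with a median log2 fold change of 0.88 and 23 that rose, and 30 one for basal expression, with a median of 0.90 and 19 that rose. The marks come from midguts of another study and were not analysed here, and no array of a mutant was part of this comparison.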

Strikingly, from our list of genes, the vast majority of the 52 microbiota-regulated genes influenced by *Ecc15* infection are also Relish-dependent (41/52; Fig.2). Based on the dataset from Buchon *et al.*, we derived the information of *Relish* dependence for the basal expression level of each midgut gene in CONV animals in their study, and compared this dataset with our list of microbiota-regulated genes. We found that 39 of the microbiota-regulated genes rely on Relish activity for their basal expression in the midgut of CONV animals (Fig.2). Strikingly, all these 39 genes were also regulated in a *Relish* dependent manner upon *Ecc15* infection in CONV animals. These observations suggest that Relish, in addition to its known role to control the expression of immune-related genes, may also be an important transcriptional regulator of metabolic genes induced by the microbiota, which are likely independent of immune responses. To test this hypothesis, we studied the expression of a set of eight microbiota-regulated genes in the midguts of two mutants of the IMD signaling pathway: *Dredd* and *Relish*. *Dredd* encodes the *Drosophila* orthologue of Caspase-8 whose function is essential for IMD pathway signal transduction and Relish activation [32]. In *Dredd* or *Relish* mutant background, both immune-related (*pirk, PGRP-SC1/SC2*) and metabolism-related (*Jon66Cii, Jon66Ci, CG16965, CG18180* and *CG9463*) microbiota-regulated genes are no longer induced in the midgut upon standardized microbiota association (Fig.4). These results demonstrate that microbiota impacts metabolic gene expression partly via IMD/Relish activity.

**Figure 4:**
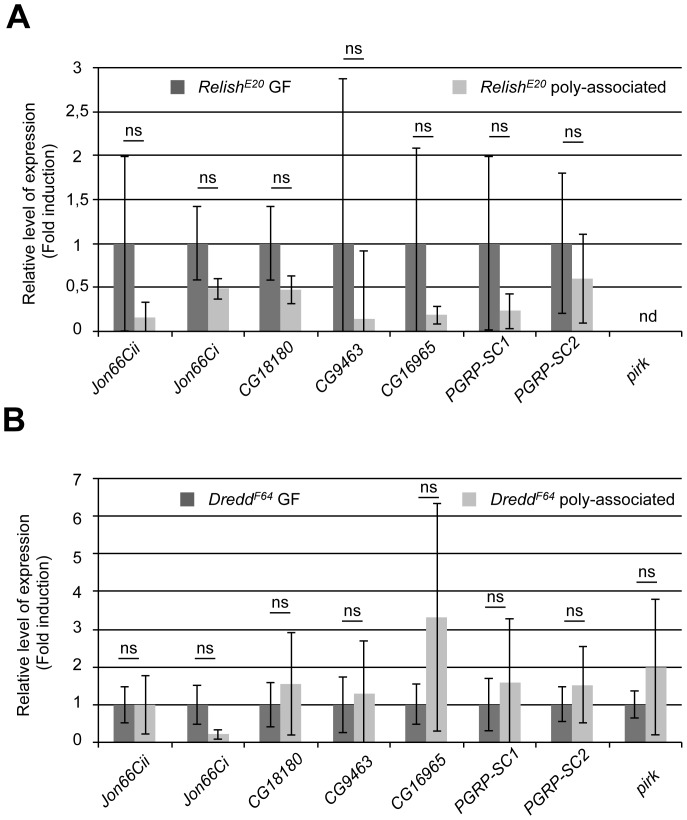
IMD/Relish signaling controls microbiota mediated transcript enrichment in midguts. Bar graphs representing the fold enrichment of different microbiota-regulated transcripts in dissected midguts from GF vs poly-associated *Relish^E20^* (A) or *Dredd^F64^* (B) mutant animals (the values of the relative ΔCt*^gene^*/ΔCt*^rp49^* ratios were calculated for every sample and relativized to the ratio in the GF condition which was anchored to 1 to indicate fold induction). Statistical significance of the result is represented (Student's t-test: ns≥0.05>*≥0.01>**≥0.001>***). nd: not detected.

### Conclusion

The *Drosophila* indigenous microbiota modulates host physiology [2], [3]. In this study, we have identified molecular signatures associated to these effects and pinpointed the central role of the IMD/Relish signaling pathway in controlling host transcriptional response to its microbiota. One striking result in our study is that the host transcriptome response to microbiota association is mostly restricted to the midgut, a major biological interface between the host and its environment and the primary site where host/microbiota interactions occurs [4]. As described in previous studies, microbiota association triggers a transcriptional change related to host response to bacteria with similar molecular signatures (i.e, immune-related genes) to those elicited by pathogenic bacteria infection. However, microbiota association clearly favors a unique transcriptional response funneled towards promoting host metabolic capacities. Such response is severely dampened upon bacterial infection as a trade-off for the host to mount potent immune and tissue repair responses. Since the IMD/Relish pathway is instrumental to promote both the metabolic response to microbiota association and the response to infection, it is likely that the transcription factor Relish is at the cornerstone of the transcriptional trade-off between the midgut response to beneficial microbiota and response to midgut pathogens. Other factors may also contribute to this trade-off, such as ATF3, which was recently reported to control immune and metabolic homeostasis in the *Drosophila* midgut [33].

Taken together, our results demonstrate that *Drosophila* microbiota has a marked impact on the expression of genes mainly involved in digestive functions and primary metabolism, suggesting that microbiota association potentiates host nutrition and host metabolic state, two key physiological parameters contributing to host fitness. Our results are in agreement with recent reports demonstrating that microbiota influence adult nutritional and metabolic phenotypes [15] and therefore pave the way to the subsequent mechanistic studies on how these microbiota-dependent transcriptional responses translate into host physiological benefits.

## Materials and Methods

### *Drosophila* lines and breeding

*Drosophila* were cultured at 25°C on a standard yeast/cornmeal medium containing 10 g.L^−1^ agar (VWR, ref. #20768.361), 80 g.L^−1^ cornmeal flour (Westhove, Farigel maize H1), 50 g.L^−1^ inactivated dry yeast (Bio Springer, Springaline BA95/0-PW), 5.2 g.L^−1^ Methylparaben sodium salt (MERCK, ref. #106756) and 4 ml.L^−1^ of 99% propionic acid (CARLO ERBA, cref. #409553). Germ-free animals were obtained from bleached embryos cultured on autoclaved conventional medium. When needed GF stocks were maintained during few generations on antibiotic supplemented food (final concentration: 50 µg.L^−1^ ampicilline, 50 µg.L^−1^ kanamicine, 15 µg.L^−1^ erythromycin, 50 µg.L^−1^ tetracycline) to avoid bacterial contamination. *Drosophila y,w* flies were used as the reference strain in this work. The following mutant lines were used: *y,w,Dredd^F64^* and *y,w;;Relish^E20^* [34].

### Bacterial strains and culture conditions

Erwinia carotovora carotovora^15^ (Ecc15), Lactobacillus plantarum^WJL^, Lactobacillus brevis^EW^, Commensalibacter intestini^A911T^, and Acetobacter pomorum strains were used in this study. All strains were described previously [18], [35]. A. pomorum and C. intestini were cultivated in Mannitol medium (3 g.L^−1^ Bactopeptone (Difco, cat. #0118-17), 5 g.L^−1^ yeast extract (Difco, cat. #212750), 25 g.L^−1^ D-Mannitol (Sigma, ref. M1902) at 30°C at least for 18 hours on agitation, L. brevis and L.plantarum were cultivated in Man, Rogosa and Sharpe (MRS) broth (Difco, ref. #288110) at 37°C standing. Ecc15 was cultivated in Luria-Bertani broth medium (Difco, ref. #244610) at 30°C for 24 hours on agitation.

### Poly-association of GF adults with a standardized microbiota and Ecc15 infection

Association mixture: 150 µL of bacterial solution made of 75 µL of 5% sucrose solution sterilized by filtration through a 0.2 µm membrane (Pall Life Sciences, ref. #4652)+75 µL of a mix of equal amounts of four commensal bacterial cultures (*Lactobacillus plantarum, Lactobacillus brevis, Commensalibacter intestini* and *Acetobacter pomorum*) at an initial OD_600_ = 1.0 each. Control mixture: 150 µL of a control solution (75 µL filter-sterilised sucrose +75 µL of a 1∶1 mixture of sterile MRS and sterile Mannitol). Either of these solutions was added to a disc of autoclaved paper (Whatman, ref. #3030917) covering standard fly culture media in standard fly tubes. For *Ecc15* infection of poly-associated flies, *Ecc15* culture at final OD_600_ = 100 resuspended in PBS was added to the mix of commensal bacterial strains and inoculated onto autoclaved paper disc. Germ-free adults derived from freshly made GF embryos were collected within the first 48 hours of adult emergence and placed in groups of 25–30 females and 10 males in experimental tubes. Flies were kept in such tubes for 2 days at 25°C and transferred into newly prepared vials with fresh bacterial cultures. 3 days after transfer, on day 5 post-inoculation flies were either sampled or infected with *Ecc15* for 8 hrs. In each experiment we measured internal bacterial loads of representative experimental animals by plating fly homogenates on MRS and Mannitol agar plates to check the effectiveness of the re-association and infection processes or the axenic status of the flies. On average flies carried 10^4^ CFUs/animal upon re-association and >10^6^ CFUs/animals upon infection.

### Microarray analysis

Three biological replicates of 20 females for each condition (GF or poly-associated) were homogenized in 500 µl of Trizol (Invitrogen) and 100 µl Choloroform using 0.75–1 mm glass beads and the Precellys24 Tissue Homogenizer (Bertin Technologies, France). RNA pools were isolated and purified using NucleoSpin RNA kit (Macherey-Nagel). RNA was quantified on NanoDrop ND-1000 and RNA quality was controlled on Agilent 2100 Bioanalyzer chips. For each sample, 1 µg of total RNA was amplified and labeled using the GeneChip IVT Labeling Kit according to the protocol provided by the supplier. Affymetrix GeneChip *Drosophila* Genome 2.0 arrays were hybridized with 7.5 µg of labeled cRNA, washed, stained and scanned according to the Affymetrix' protocols. Raw data are deposited at NCBI GEO with the accession number: GSE56173. Raw data analysis was performed using R for Statistical Computing (R core team 2013) with Robust Multi-array Average (RMA) and Significance Analysis of Microarrays (SAM) from the package *siggenes* (http://bioconductor.wustl.edu/bioc/html/siggenes.html). Gene selection was made using a value of Delta that correspond to a FDR of 0.2. Gene Ontology Term analysis and enrichments were made using DAVID [23].

### RNA extraction and RT-qPCR analysis

Three biological replicates of a pool of 10 midguts dissected from females were used for RT-qPCR analysis. Foregut, hindgut, crop and malpighian tubes were carefully removed. Tissue homogenization, RNA extraction and purification were performed as described above for whole flies. Reverse transcription of 300 ng of RNA was performed using Superscript II enzyme (Invitrogen) and random primers (Invitrogen). Quantitative PCR was performed on a Biorad CFX96 apparatus (Biorad) using SYBR GreenER qPCR Supermix (Invitrogen), cDNA (1/160 dilution of the reverse transcription products) and gene specific primer sets (available upon request). Melting curves of the detected amplicons were analysed to ensure specific and unique amplification. PCR efficiency was calculated using serial dilution of cDNA. We used the ΔΔCt method for data analysis and *rp49* as the reference gene. Results were expressed as a relative value of ΔCt*^gene^/*ΔCt*^rp49^* ratios (fold induction).

How the deposited data were processed for this re-analysis (not part of the article)

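Expression was measured in whole y,w females, 3 samples of GF flies and 3 of flies associated with the standardized mixture of commensal strains, each of 20 females and each on its own Affymetrix Drosophila Genome 2.0 array. The authors amplified and labelled total RNA, scanned the arrays and computed probe set values with RMA in R. The deposited values are RMA values on the log2 scale, already corrected for background and normalized between arrays. The scale was read from the range of the values and the array medians, 4.92 to 4.96, since the table does not name it.

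Across probe sets, the lowest correlation between any 2 arrays was 0.995 and the highest 0.998, and no 2 arrays were identical. The first principal component held 35.1% of the variance, with GF replicate 1 and poly-associated replicate 2 at its ends, and the second 20.2%, with poly-associated replicate 3 at its end. The actin control probe sets gave log2 differences between the 3' and 5' ends of 1.20 to 1.32 in GF samples and 1.08 to 1.27 in poly-associated samples. The GAPDH ones gave 1.61 to 1.68 in GF samples and 1.55 to 1.59 in poly-associated samples, so that on this measure all poly-associated samples lay below all GF samples. The number of arrays limits the precision that can be stated here; detection calls and scan dates were not used here.

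From the deposited values, 183 control probe sets were left out and 18769 tested with no filter on dim ones. Gene names come from the platform annotation through gene identifiers: 13647 probe sets name a single gene, 402 several and 4720 none, and 11983 genes have at least 1 probe set of their own, 1094 of them more than 1. Of the single-gene probe sets, 13544 have their identifier in the RefSeq table of Drosophila melanogaster Release 6, which was used for current symbols and for which genes neighbour each other, not for coordinates. For a gene with several probe sets the one with the highest mean over the 6 arrays was used. Probe sets shared by several genes are named as shared and are not assigned to either gene.

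SAM was rewritten after the description of siggenes, the package the methods name: the difference divided by its standard error plus a fudge factor (0.0720 here), all 20 relabelings of 3 against 3, an estimated share of unchanged probe sets of 0.977, the mean number of false calls, and the smallest Delta (0.577) with an estimated FDR at or under 0.2. The second test was limma 3.58.1 (lmFit and eBayes) in R 4.3.3, two-sided, with Benjamini-Hochberg adjustment over all probe sets and a threshold of 0.2, the FDR of the paper; counts at 0.05 are given beside it. The 35 gene lists were written before the data were examined and after Fig. 2 had been seen. Each list with at least 3 measured members was tested with camera (preset correlation 0.01, and an estimated one beside it), with Benjamini-Hochberg adjustment over the lists and a threshold of 0.05.

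The genes named in the text follow a rule written before the data were examined: the genes the paper names, the genes of Fig. 2, whose fold values had been seen, the 15 largest increases and 10 largest decreases past limma with groups that do not overlap (only 1 decrease qualified), at most 4 examples per list, and the components of the IMD pathway. Where more than 4 members of a list are spelled out (midgut regulators, alkaline phosphatases, maltases, negative regulators and antimicrobial peptides of the IMD pathway), the further names were chosen after their values were seen, as were the dimmer probe sets of nub, the array values of the photoreceptor genes, and Osi6 and CG12374. The marks and groups of Fig. 2 were read from the figure and used for tallies only.

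The code was tested on simulated arrays with the means and spread of the real probe sets, in which 200 probe sets of 18769 were changed. The changed probe sets were drawn at random and the noise was normal and independent between probe sets, unlike that of gene families that vary together. At a change of 0.5 on the log2 scale limma recovered 80% and SAM 70%, at 1 they recovered 98% and 94%, and at 1.5 and 2 both recovered 100%; 18.9% of limma's 233 calls and 13.7% of SAM's 211 were false.

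The alternatives tried were other fudge factors, another share of unchanged probe sets, the median number of false calls, an FDR of 0.05, an adjusted p under 0.05, eBayes with trend and robust settings, array weights, the replicate number as a block, median centring, quantile normalization, leaving out the 30% dimmest probe sets, leaving out each array, camera with an estimated correlation, fry, the mean of all probe sets of a gene, and folds from unlogged means. After the data were seen, the trended and robust prior variance and the array weights were also followed for single genes, and the P450 list, which was fixed by symbol, was tested without the cyclophilins Cyp1 and Cyp40. The RT-qPCR of dissected midguts, the FlyAtlas classes, the GO enrichment, and the published data on GATAe, diet, Myc, Ecc15 and Relish were not analysed here.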

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

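Clk and a probe set without a gene name were looked at again because they lie outside the genes the paper discusses; the test of the midgut share was chosen after the values had been seen, and the other tests in this part before.

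Clk, which encodes an activator of the circadian clock, had a log2 fold change of -0.43 (standard error 0.07, adjusted p = 0.0832 from limma), with GF samples at 5.65 to 5.75 and poly-associated samples at 5.20 to 5.31. Of the 9 clock genes measured 4 had a positive log2 fold change; the 8 other than Clk lay between -0.11 (standard error 0.09, Pdf) and 0.13 (standard error 0.08, per), none past limma, and the list had a median of -0.05 and did not pass camera (adjusted p = 0.429). A probe set that names no gene in the annotation used here was selected by SAM with a log2 fold change of 0.28 (adjusted p = 0.360 from limma) and is the only one of the 106 that does not stand in Fig. 2. The call of Clk was lost without GF replicate 1 (adjusted p = 0.283), GF replicate 3 (0.239), poly-associated replicate 1 (0.311) or poly-associated replicate 2 (0.237).

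The digestive protease genes were higher together: of 23 measured Jonah and trypsin genes, 22 had a positive log2 fold change. If a larger share of midgut RNA in the poly-associated whole flies were the whole cause, all would be raised by one factor. After the mean of the 23 genes was taken off each array, 8 of them still differed between the groups (limma, adjusted p under 0.05), 3 above the mean and 5 below it, among the latter Try29F, which lies near the floor. Among the 9 genes at levels of 6 to 10, 6 still differed, 2 above and 4 below. The genes with the largest increases, Jon66Cii and Jon66Ci, raise the mean that is taken off, and without them 0 of 21 genes differed (lowest adjusted p = 0.0565 from limma), and 0 of 7 at levels of 6 to 10 (lowest 0.583). GF replicate 1 as the source was tested too: without that array the median log2 fold change of the 13 Jonah genes was 0.80 against 0.92 with all arrays. What these arrays leave open is a larger midgut share, alone or beside changes in expression, a shift in the mix of midgut regions or cells, and, as a hypothesis that the design names but these tests do not show, a response to the commensal strains. The paper also measured some of the most strongly changed genes by RT-qPCR in dissected midguts, relative to rp49, and reports all of them higher. That comparison does not depend on the share of midgut in a whole fly, but its values were not analysed here.

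The 3 against 3 arrays make only 10 splits, too few for a share under 0.05, and in both tests 1 split, the real one, gave a count as large as its own. SAM selected 106 probe sets in the real split and at most 0 in the others, and limma called 54 and at most 1.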

How the results depend on the processing

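The alternatives in this part were chosen before the data were examined, except the P450 list without the cyclophilins Cyp1 and Cyp40 and, for single genes, array weights and the trended and robust prior variance. The labels number the replicates within each group and do not state that samples of the same number belong together. Residuals of same-numbered GF and poly-associated samples correlated at -0.07, 0.03 and -0.11, and those of other pairs at -0.14 to 0.19. With so few arrays, whose residuals sum to 0 within each group, this cannot settle whether the numbers pair the samples. With the numbers as a replicate block, limma called 87 probe sets in place of 54, 50 of them shared, and paired SAM 85, 68 of them shared. Among genes named in the text, Clk (0.211) did not pass with the block, while Ugt86Dc (0.0186), Muc68E (0.0582), PGRP-SC2 (0.103), MtnD (0.154), AttD (0.156), MtnC (0.179), Alp5 (0.184), and Bace, CG11911 and CG12057 (0.185) did. SAM selected 5 probe sets, all lower, with a fudge factor of 0 (folds 0.825 to 0.937), 6 at an FDR of 0.05, and 43 to 151 with 1 array left out; limma called 28 at an adjusted p under 0.05 and 34 to 117 with 1 array left out. The cause was not tested, apart from the stricter thresholds. In the other settings the total counts stayed within 1.5 times those reported; limma's count of lower probe sets, 1 as reported, was 0 to 5 over all settings.

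Of 35 lists 11 passed camera, all toward higher values. With an estimated correlation none of the 11 passed: metallothioneins and alkaline phosphatases 0.138, Jonah proteases, trypsins, maltases and amylases, and lipases 0.146, P450 0.164, midgut regulators 0.202, and mannosidases, negative regulators of IMD and peritrophic matrix 0.212. With fry, trypsins (0.0957), lipases, mannosidases and midgut regulators (0.127), P450 and negative regulators (0.256) and peritrophic matrix (0.257) did not pass. Without Cyp1 and Cyp40 the P450 list was at 8.94e-09. Quantile normalization brought the germ line list to 0.0165, toward lower values.

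With 1 array left out, the adjusted p ranged from 0.0127 to 0.666 for the germ line, 0.00833 to 0.986 for the eggshell, 0.00200 to 0.666 for enteroendocrine peptides, 0.00344 to 0.117 for the peritrophic matrix, 0.000892 to 0.958 for antimicrobial peptides, 0.00355 to 0.8997 for sterol transport, and 0.0209 to 0.788 for photoreceptor genes, which reversed without GF replicate 1. The cause was not tested. Of the 54 calls of limma at 0.2, 38 were kept with a trended and robust prior variance and all 54 with array weights; 21 were kept in each setting in which single genes were followed, the stricter threshold aside. Among lists that did not pass, 30 of 311 alternative tests turned direction without passing. The level of dim genes against background was not analysed here.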

Differences from the paper's values

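The comparisons in this part use settings chosen before the data were examined, except array weights for single genes. In the setting of the methods no value stated in the paper differed from the one computed here by more than 1.5 times. SAM selected 106 probe sets at the paper's FDR, where the paper gives 105 transcripts; 105 of the 106 stand in Fig. 2, and 104 of the 105 folds lie within 0.05 of those printed there.

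For CG33523 the fold is about 1.4 in Fig. 2, read by eye. The brighter of its probe sets gave 0.946 (log2 fold change -0.08, standard error 0.07), and the other, selected by SAM, 1.42. Since the figure lists selected genes, both the selection and the fold match this other probe set and not the brighter one. For basal dependence on Relish the text gives 39 genes, while the marks of Fig. 2, read by eye, give 30, and 39 for infection; the marks rest on other data that were not analysed here.

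The paper calls AttD, PGRP-SC2 and GATAe higher in poly-associated flies. All were selected by SAM, the test of the paper, and none passed limma over all probe sets (adjusted p = 0.363, 0.262 and 0.292). For PGRP-SC2 the paper has further evidence from RT-qPCR of dissected midguts. There it reports an induction upon association that was absent in Dredd and Relish mutants, which was not analysed here. AttD passed limma without poly-associated replicate 3 (0.0694), PGRP-SC2 after median centring (0.124), with array weights (0.198) and without GF replicate 1 (0.0883) or 2 (0.122), and GATAe without GF replicate 3 (0.118). The paper's other IMD targets pirk, PGRP-LB and PGRP-SC1 passed. Of the 105 genes of Fig. 2, 53 passed limma and 52 did not.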

Other observations

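The tests in this part were chosen before the result was seen, and the grouping of the lists after it. Of 33 measured genes of glycolysis, lipid synthesis and storage, and insulin, sugar and nutrient signalling, none rose or fell in limma or was selected by SAM, and 0 were higher and 2 lower at an unadjusted p under 0.05; adjusted over the list alone sug and Mondo fell, and without GF replicate 1 sug fell (adjusted p = 0.0537 from limma). The list medians lay between -0.07 and 0.01. The 10 glycolysis and 12 lipid synthesis genes had median log2 fold changes of -0.03 and 0.01 (adjusted p = 0.764 and 0.779 from camera). In whole flies, RNA of other tissues can mask a change confined to the midgut, so these values do not speak for the midgut alone.

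The 12 measured components of the IMD pathway had a median log2 fold change of -0.01 (adjusted p = 0.764 from camera), the 10 of the Toll pathway -0.03 and the 10 of epithelial renewal 0.00 (adjusted p = 0.805). In limma none of these rose or fell, adjusted over the list alone too, none reached an unadjusted p under 0.05, and SAM selected none. Of the 16 genes listed for epithelial renewal 6 were not measured, and of the 19 for the Toll pathway 8, among them most of its induced peptides. These values come from whole flies and do not speak for the genes that were not measured. Of 111 ribosomal, cuticle and heat shock protein genes none passed limma or SAM and 4 were lower at an unadjusted p under 0.05, with list medians of -0.01, -0.02 and -0.03. The 7 enteroendocrine peptide genes had a median of 0.14 (adjusted p = 0.0582 from camera), with AstC at 0.39 (standard error 0.09, adjusted p = 0.360 from limma).

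In some genes the values within a group ranged over more than the difference between the group means. Osi6 had a log2 fold change of 2.47 (standard error 0.94) with GF samples at 4.18, 3.40 and 7.30 (past limma without GF replicate 3, adjusted p = 0.114), and CG12374 one of 1.61 (standard error 0.50) with GF samples at 9.11, 11.0 and 11.1. In GF replicate 1, Arr2 was at 11.2 against 12.4 to 12.7 in the other arrays, inaD at 5.65 against 6.67 to 7.18 and inaC at 5.32 against 5.97 to 6.54.

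Selected genes often lay next to each other on the chromosome, for instance Alp10 and Alp9, Jon66Ci and Jon66Cii, and Mal-A6, Mal-A7 and Mal-A8. Among 100 selected genes placed with the names of Drosophila melanogaster Release 6, 16 pairs were neighbours among the 11880 measured genes, against a mean of 0.837 and at most 6 in 10000 random sets (one-sided permutation test, p = 1e-04, the smallest that these sets can give). This argues against random placement over all measured genes. The random sets were not matched for gene family, and many pairs are members of one family, so position and family cannot be told apart here. The pairs hold 30 genes, each read by a probe set of its own. Whether probes cross-hybridise between neighbouring paralogs was not tested, and neither was shared regulation.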
